A study of Homo sapiens with 12 samples.

How the data were processed

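The series holds RNA sequencing of 12 cultures of G401, a human malignant rhabdoid tumour cell line that lacks functional SMARCB1, a core subunit of the SWI/SNF (BAF) chromatin remodelling complexes. Per the labels, doxycycline induced either GFP, as the control protein, or SMARCB1, and each of these cell states was treated for 24 hours with the solvent DMSO or with dBRD9-A, a small molecule that leads to degradation of the BRD9 protein, a subunit of the non-canonical BAF complex. The 4 groups had 3 replicates each. How long doxycycline was given before the treatment is not stated in the labels. Per the labels' protocols, RNA was purified with a Qiagen RNeasy Plus kit and libraries were made with a TruSeq Stranded mRNA kit, which selects polyadenylated RNA.

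The authors' 3 deposited tables hold expected counts per gene. Per the name the authors gave the tables, the counts come from RSEM, which shares reads that map to several genes between them by expectation maximisation, so values need not be whole. Each table sets 2 groups side by side, and the libraries that occur in more than 1 table had identical values there. The aligner, the genome build, the annotation, the RSEM version and the use of strand are not stated in the labels or file headers, so no coordinates are given. The tables have 57820 gene identifiers, with Ensembl version numbers, and 40 identifiers of ERCC spike-in RNAs, which are synthetic transcripts added from outside. Spike-in counts were left out of library sizes and tests and made up 0.9634% to 1.302% of a library's total counts. The labels do not describe how the spike-ins were added, so it is open whether they were matched to cell number or to RNA mass.

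Expected counts were rounded to whole numbers. Gene symbols were taken from a table of Ensembl identifiers by unversioned identifier, which matched 51996 of the 57820. Gene types, neighbouring genes and overlapping genes came from GENCODE release 29, matched in the same way for 52338 identifiers. That release may differ from the annotation the authors used. Libraries held 34.97 to 58.54 megacounts assigned to genes, a megacount being 1e6 counts. A count of 3 was used as the floor, which corresponded to 0.0513 to 0.0858 counts per megacount (CPM) depending on the library. Fold changes against a group with every library at or under the floor were computed against the floor and are lower bounds. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

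Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes passing filterByExpr with its minimum count of 10 were kept, which left 15750 genes. Library sizes were scaled by the trimmed mean of M values (TMM factors 0.9765 to 1.016). A quasi-likelihood model with 1 coefficient per group was fitted to all 12 libraries, so that the groups shared an estimate of the spread. Contrasts were SMARCB1 against GFP in DMSO, dBRD9-A against DMSO in GFP cells, dBRD9-A against DMSO in SMARCB1 cells, and the difference between the latter changes (the interaction). Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed, with no limit on the fold change. Standard errors of log2 fold changes were derived from the quasi-F statistic. Adjusted p values printed for single genes are from this edgeR test unless another is named. CPM values are on TMM-scaled library sizes, and a ± gives the standard deviation (SD) over the replicates.

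The genes named in the text were chosen by a rule set before the data were examined. It took, per contrast, the 3 largest rises and the 3 largest falls among genes with adjusted p under 0.05, a mean of at least 50 counts over the 12 libraries and replicates that did not overlap between the compared groups. SMARCB1, BRD9 and members of the list of SWI/SNF subunits were added whatever their values. For the interaction, replicates were taken not to overlap where each pairwise log2 difference in one cell state lay beyond each one in the other. Genes named outside this rule are marked as chosen after their values were seen. Members of the PSG (pregnancy-specific glycoprotein) family, pseudogenes and genes that overlap others can share reads, and their counts depend on how the authors' counting divided them.

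Relations between contrasts were described by rank and linear correlation of log2 fold changes over the 15750 genes, which are not independent replicates. Contrasts that share control libraries share their chance deviations. Expected values were therefore taken from 100 simulated data sets with no changed gene and 100 in which each contrast kept changes of the measured size, reduced for their noise and shuffled among genes of like expression. The reduction for noise was added after a first run had been seen. Shared controls were also divided between the contrasts in 6 ways. Lists of SWI/SNF subunits, S phase genes, G2/M phase genes and p53 targets, fixed before the data were examined, were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01. Of the 43 S phase symbols 42 were matched, and of the 24 p53 targets 23 were tested, without SPATA18. Benjamini-Hochberg adjustment ran over the 4 lists and 4 contrasts. The rotation test fry and camera with an estimated correlation were the alternatives.

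The fit was tested on simulated data with the real means and library sizes. Of 200 genes of at least 1 CPM changed by known amounts among 15750, 191 were found for dBRD9-A in GFP cells with 11 false calls, and 178 were found for the interaction with 19 false calls. A contrast with no changed gene gave 1 call. For the interaction, false calls were a larger share of all calls than the adjusted p threshold aims at. No value was obtained for dBRD9-A in SMARCB1 cells, so the control of false calls there is not shown. These values also do not show how the unequal spread of the groups acts on false calls. Alternatives set before the data were examined were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter, a mean of at least 50 counts, an adjusted p under 0.01, an absolute log2 fold change of at least 1, the replicate number as a block, only the groups compared, and leaving out each library in turn. For relations they were genes past the threshold in either comparison, leaving out SMARCB1 itself, and divided controls. Spike-in scaling, thinning of all libraries to 34974295 counts, protein-coding genes alone and the SWI/SNF list without SMARCB1 were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.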

Results

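RNA sequencing was carried out in G401 rhabdoid tumour cells, which have no functional SMARCB1, with doxycycline-induced GFP or SMARCB1 and 24 hours of DMSO or dBRD9-A, a degrader of the BRD9 protein. Each of the 4 groups had 3 replicates. Gene counts per library, in megacounts (1e6 counts), averaged 51.81 ± 9.65 for GFP cells in DMSO and 38.31 ± 3.59 for GFP cells with dBRD9-A (SD, n = 3). They averaged 45.49 ± 11.2 for SMARCB1 cells in DMSO and 46.19 ± 6.86 for SMARCB1 cells with dBRD9-A (SD, n = 3). Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of 3.26 to 31.13 over the pairs, so each library was counted as a separate sample. Rank correlations of log2 CPM over 15750 genes were 0.9967 to 0.9983 between replicates and 0.9565 to 0.9972 between libraries of different groups. The first principal component held 85.1% of the variance and separated SMARCB1 from GFP libraries, and the next held 3%.

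The targeted genes were examined first, as a check on the labels. SMARCB1 (ENSG00000099956.13) had 0 to 1 counts in GFP cells in DMSO and 1 to 2 counts in GFP cells with dBRD9-A, at or under the floor of 3 counts in each library. It had 69021 to 110893 counts in SMARCB1 cells in DMSO and 53033 to 71966 counts in SMARCB1 cells with dBRD9-A. SMARCB1 cells in DMSO reached 1880 ± 59.4 CPM (SD, n = 3), at least 25800-fold higher than GFP cells in DMSO (adjusted p 5.23e-25). With dBRD9-A the level in SMARCB1 cells was 1310 ± 27 CPM (SD, n = 3), lower by a log2 fold change of -0.52 (SE 0.03, adjusted p 4.95e-08). A gene count does not tell reads of the induced construct from those of the chromosomal gene. SMARCB1 overlaps DERL3 on the opposite strand in GENCODE 29.

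BRD9 (ENSG00000028310.13) mRNA was 38.3 ± 1.2 CPM in GFP cells in DMSO and 41.1 ± 0.849 CPM in GFP cells with dBRD9-A (SD, n = 3). It was 46.9 ± 2.04 CPM in SMARCB1 cells in DMSO and 47.5 ± 2.75 CPM with dBRD9-A (SD, n = 3). SMARCB1 raised BRD9 mRNA in DMSO by a log2 fold change of 0.29 (SE 0.04, adjusted p 1.64e-05). The changes with dBRD9-A of 0.10 (SE 0.05, adjusted p 0.146) in GFP cells and 0.02 (SE 0.04, adjusted p 0.921) in SMARCB1 cells were not past the threshold. With libraries scaled to the spike-ins the value in GFP cells was 0.46 (adjusted p 6.85e-07), against a shift of 0.36 common to all genes in that contrast. In SMARCB1 cells it was -0.12 (adjusted p 0.203), against a common shift of -0.14. The degrader acts on the protein, which was not measured here. BRD9 overlaps ZDHHC11 and TRIP13 in GENCODE 29.

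**Figure D1:**
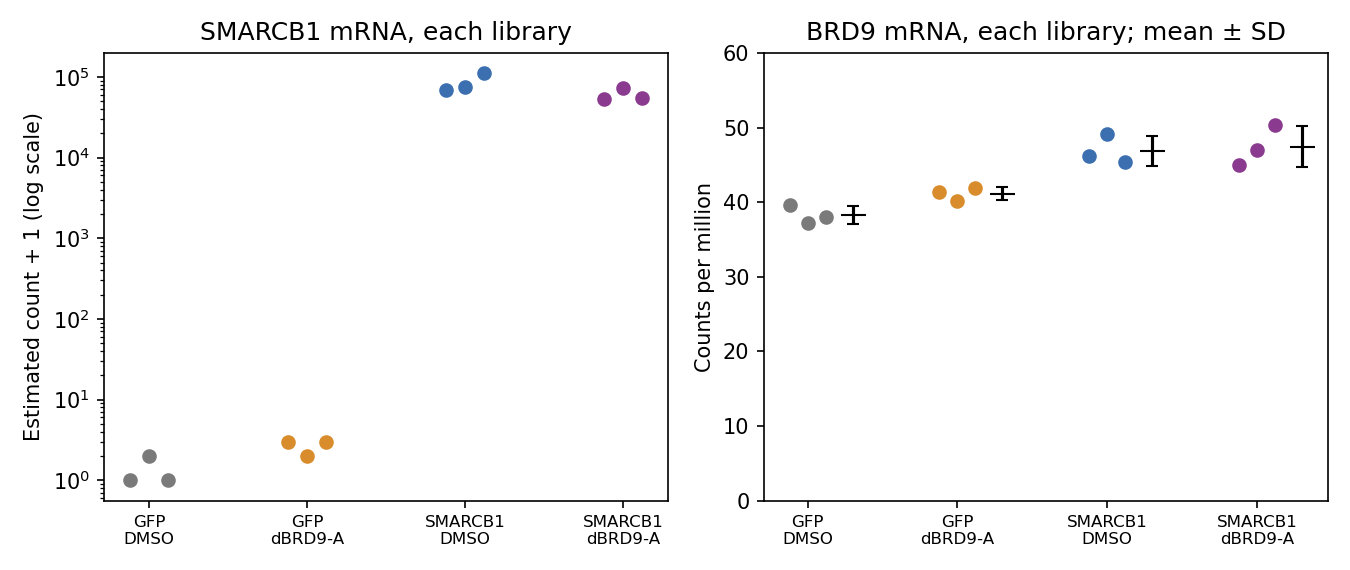
SMARCB1 mRNA as estimated count plus 1 on a log scale (left) and BRD9 mRNA in CPM from 0 (right), with a dot per library and 3 libraries per group; bars on the right give mean ± SD. SMARCB1 lies at 0 to 2 counts in the 6 GFP libraries and at 53033 to 110893 counts in the 6 SMARCB1 libraries, and BRD9 lies between 38.3 and 47.5 CPM on average in the 4 groups.

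The effect of SMARCB1 alone was assessed in DMSO. Of 15750 genes tested, 10245 (65%) changed at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 5271 (51.4%) higher and 4974 (48.6%) lower. An absolute log2 fold change of at least 1 was reached by 2305 of them, and this limit was the alternative that moved the count most. Spike-in scaling, which moved the median log2 fold change of all genes to 0.17, gave 9412 genes, 6831 (72.6%) higher and 2581 (27.4%) lower. The median absolute log2 fold change of the 10245 genes was 0.416.

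Genes with the largest changes had few or no counts in one cell state. MYH8 (ENSG00000133020.4) and MID1IP1 (ENSG00000165175.11) had 0 counts in the GFP libraries. In SMARCB1 cells in DMSO they reached 31.6 ± 4.07 and 13.5 ± 1.12 CPM (SD, n = 3), at least 434-fold and at least 185-fold higher (adjusted p 3.9e-14 and 3.53e-13). RFPL4B (ENSG00000251258.1) fell from 880 ± 5.61 CPM in GFP cells to 0.194 ± 0.102 CPM in SMARCB1 cells, where libraries had 3 to 16 counts (SD, n = 3, adjusted p 1.98e-23). MGST1 (ENSG00000008394.8) fell from 48.3 ± 1.03 CPM (SD, n = 3) to between 0 and 4 counts per library (adjusted p 1.07e-16). MSL3P1 (ENSG00000224287.2), a transcribed pseudogene that can share reads with its parent gene, fell from 2.99 ± 0.401 CPM (SD, n = 3) to 0 counts, at least 38-fold lower (adjusted p 1.44e-10). In GENCODE 29 each of these 5 genes overlaps at least 1 other annotated gene, MYH8 and MID1IP1 on the opposite strand alone, and the use of strand in the counting is not stated.

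The effect of dBRD9-A without SMARCB1 was assessed in GFP cells, the state in which the study asks about dependency on BRD9. In total 2504 genes (15.9% of those tested) changed, 1170 (46.7%) higher and 1334 (53.3%) lower. Most changes were small, with a median absolute log2 fold change of 0.219. An absolute log2 fold change of at least 1, the alternative that lowered the count most, was reached by 143 genes, 27 higher and 116 lower. The split into higher and lower genes depended on the scaling. With libraries scaled to the spike-ins, 11310 genes changed, 11083 (98%) higher and 227 (2.01%) lower, around a median shift of all genes of 0.36. Directions below are relative to the bulk of genes.

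GBX2 (ENSG00000168505.6), a homeobox gene, rose from 16.5 ± 0.457 to 40.8 ± 0.95 CPM (SD, n = 3), a log2 fold change of 1.31 (SE 0.05, adjusted p 6.35e-12). CCNJL (ENSG00000135083.10) and CALCRL (ENSG00000064989.8) rose by 1.36 (SE 0.27, adjusted p 0.00216) and 1.31 (SE 0.20, adjusted p 0.00023) at low levels, from 9 to 12 and from 18 to 39 counts per library in DMSO. PSG1 (ENSG00000231924.5) fell from 18.3 ± 1.6 to 1.98 ± 0.158 CPM (SD, n = 3), a log2 fold change of -3.21 (SE 0.09, adjusted p 1.66e-13). PSG2 (ENSG00000242221.4) fell from 7.52 ± 0.474 to 0.882 ± 0.394 CPM (SD, n = 3), a log2 fold change of -3.06 (SE 0.17, adjusted p 1.46e-09). MYL7 (ENSG00000106631.4) met the rule with 1 to 7 counts per library in DMSO and 0 with dBRD9-A (adjusted p 0.0489). These counts are too close to the floor for a fold change, and 9 of the 12 fits that left out a library lost the call.

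The effect of dBRD9-A with SMARCB1 restored was smaller in number. In SMARCB1 cells 304 genes (1.93%) changed, 107 (35.2%) higher and 197 (64.8%) lower, and 23 of them by an absolute log2 fold change of at least 1. The count was 159, 36 higher and 123 lower, when the SMARCB1 libraries alone were fitted. Leaving out SMARCB1 DMSO replicate 2, SMARCB1 DMSO replicate 3 or SMARCB1 dBRD9-A replicate 3 gave 174, 169 and 196 genes. Of these 42, 44 and 46 were higher. Without SMARCB1 dBRD9-A replicate 2 there were 162 higher and 260 lower genes. The number of higher genes thus depended on single libraries, while lower genes were the majority in each fit. With spike-in scaling 873 genes changed, 39 (4.47%) higher and 834 (95.5%) lower, around a median shift of all genes of -0.14. PSG2, PSG5 (ENSG00000204941.9) and PSG1 had the largest falls. PSG5 went from 31.4 ± 2.76 to 11.7 ± 1.2 CPM (SD, n = 3), a log2 fold change of -1.43 (SE 0.07, adjusted p 8.63e-10). PSG2 and PSG1 fell by -1.47 (SE 0.14, adjusted p 9.38e-06) and -1.41 (SE 0.07, adjusted p 8.63e-10) on the log2 scale.

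The largest rises in SMARCB1 cells were less firm. ENSG00000226958.1, which has no symbol in the table used and no entry in GENCODE 29, went from 2 to 40 counts per library in DMSO to 45 to 128 with dBRD9-A (log2 fold change 2.49, SE 0.55, adjusted p 0.0231). The DESeq2 Wald test gave it an adjusted p of 0.0558 and the edgeR fit of the SMARCB1 libraries alone 0.0557. Of the 12 fits without a library 4 lost the call, with adjusted p up to 0.107. Over these 12 fits the log2 fold change of this gene was 2.05 to 4.53. The value of 4.53 came without SMARCB1 DMSO replicate 3, so the size depended on that library. SNORA53 (ENSG00000212443.1), a small nucleolar RNA that lies within SLC25A3, had 69 to 116 counts in DMSO and 137 to 539 with dBRD9-A (log2 fold change 1.68, SE 0.40, adjusted p 0.0397). It lost the call in the fit of the SMARCB1 libraries alone (adjusted p 0.16) and kept it in 2 of the 12 fits without a library, and its log2 fold change was 0.85 (adjusted p 0.173) without SMARCB1 dBRD9-A replicate 3. ZSCAN10 (ENSG00000130182.3) had 3 to 4 counts in DMSO and 9 to 14 with dBRD9-A (log2 fold change 1.62, SE 0.36, adjusted p 0.0251), close to the floor. For ZSCAN10 4 of those 12 fits lost the call, with an adjusted p of up to 0.194 without SMARCB1 DMSO replicate 3, and the DESeq2 Wald test gave an adjusted p of 0.0526.

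Whether SMARCB1 changed the response to dBRD9-A was tested directly by the interaction. The response differed in 598 genes, with a positive interaction in 338 (56.5%) and a negative one in 260 (43.5%). The change was smaller in SMARCB1 than in GFP cells for 547 of these genes. Of the 598 genes, 552 were among those changed in GFP cells, 96 among those changed in SMARCB1 cells and 21 in neither. Leaving out a library gave 422 to 862 genes. The majority turned without SMARCB1 dBRD9-A replicate 2, with 419 positive and 443 negative interactions, and stayed positive in the other fits. Spike-in scaling, the alternative that moved the count most, gave 11270 genes, 66 (0.586%) positive and 11204 (99.4%) negative, around a median of all genes of -0.49. Of the 598 genes, 304 were then called in the same direction, 145 in the opposite direction and 149 were not called.

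Genes lower in GFP cells had a median log2 fold change of -0.232 there and of -0.0558 in SMARCB1 cells, with the same sign in 1038 of 1334 (77.8%). Genes higher in GFP cells had medians of 0.205 and 0.0466, with the same sign in 874 of 1170 (74.7%). The GFP medians are of genes chosen for their change in the same GFP libraries. Of the 598 interaction genes, 284 had opposite signs in the cell states.

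**Figure D2:**
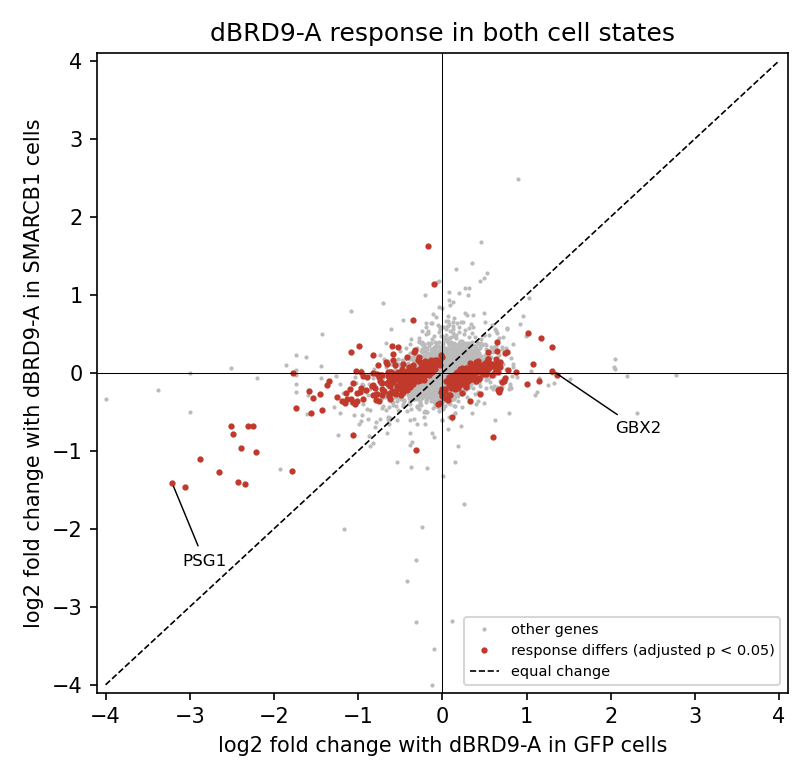
Log2 fold change with dBRD9-A in GFP cells (horizontal) against that in SMARCB1 cells (vertical) for the 12585 genes with a mean of at least 50 counts, relative to the bulk of genes; red points are the 587 of them whose interaction had an adjusted p under 0.05, the dashed line marks equal change, and 2 genes beyond the axes are drawn at the edge. GBX2 lies at 1.31 and 0.03, and PSG1 at -3.21 and -1.41.

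GBX2 was 20.8 ± 0.547 CPM in SMARCB1 cells in DMSO and 21.2 ± 1.5 CPM with dBRD9-A (SD, n = 3), and its interaction was -1.28 on the log2 scale (SE 0.07, adjusted p 7.64e-09). GBX2 overlaps AC019068.1 on the opposite strand in GENCODE 29. ENSG00000272410 went from 3.45 ± 0.665 to 5.28 ± 1.41 CPM in GFP cells and from 4.50 ± 1.10 to 2.55 ± 0.522 CPM in SMARCB1 cells (SD, n = 3), an interaction of -1.43 (SE 0.29, adjusted p 0.00758). It overlaps TATDN2, LINC00852, GHRL and GHRLOS in GENCODE 29, 3 of them on the same strand, so its counts depend on how shared reads were divided. CCNJL had one of -1.38 (SE 0.31, adjusted p 0.0145), and lost the call without GFP DMSO replicate 3 (adjusted p 0.0615) or GFP dBRD9-A replicate 2 (adjusted p 0.0508). Among positive interactions, PSG3 (ENSG00000221826.5) had 1.83 (SE 0.17, adjusted p 4.56e-06) and PSG1 1.80 (SE 0.12, adjusted p 9.88e-08). ZSCAN10 had 1.79 (SE 0.38, adjusted p 0.0101), with 3 to 14 counts per library in SMARCB1 cells, and lost the call without SMARCB1 DMSO replicate 3 (adjusted p 0.0608).

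All 10 PSG genes tested were lower with dBRD9-A in GFP cells past the threshold, with log2 fold changes of -3.21 to -0.66. In SMARCB1 cells the 10 values were -1.47 to -0.14 and 8 were past the threshold. The interaction was past the threshold for 9 of the 10, with values from 0.53 to 1.83. Under spike-in scaling the values in GFP cells were -2.85 to -0.30, those in SMARCB1 cells -1.61 to -0.27 and the interactions 0.03 to 1.34, of which 8 were past the threshold, so the signs held for both cell states and for the interaction. The genes are similar in sequence, and reads can be divided between them in error. The sum of the 10 genes does not depend on that division and fell from 293 ± 9.43 to 88 ± 0.77 CPM in GFP cells (SD, n = 3), a log2 fold change of -1.74 (SE 0.04, adjusted p 1.33e-15). In SMARCB1 cells it fell from 177 ± 5.81 to 108 ± 5.04 CPM (SD, n = 3), a log2 fold change of -0.72 (SE 0.04, adjusted p 1.46e-09). The interaction of the sum was 1.02 (SE 0.05, adjusted p 1.75e-09). The family was singled out after its values were seen.

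**Figure D3:**
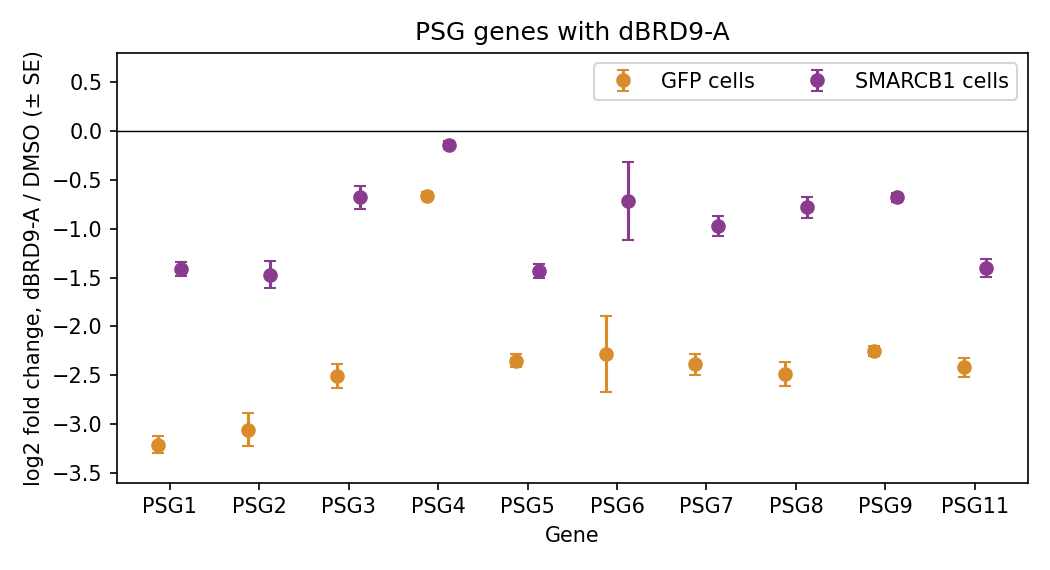
Log2 fold change with dBRD9-A (± SE from edgeR) for the 10 PSG genes tested, in GFP cells and in SMARCB1 cells. Values run from -3.21 to -0.66 in GFP cells and from -1.47 to -0.14 in SMARCB1 cells, and the fall was smaller in SMARCB1 cells for each of the 10, under spike-in scaling by as little as 0.03.

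The contrasts were then compared across the 15750 genes. The changes with dBRD9-A in GFP and in SMARCB1 cells, which share no library, had a rank correlation of 0.254 (Pearson 0.184). Of the 304 genes changed in SMARCB1 cells, 211 (69.4%) were also changed in GFP cells, against 48.33 expected by chance over all genes and 60.02 among genes of like expression, and 203 of the 211 (96.2%) had the same sign. Simulated unrelated changes gave rank correlations of -0.0218 to 0.0202 and an overlap of 14.7% to 20.4% of the genes called in SMARCB1 cells. These simulations called a median of 640.5 genes in SMARCB1 cells, with 106.5 of them also called in GFP cells, so they did not match the 304 of the data. Over genes past the threshold in either comparison, the alternative that moved it most, the rank correlation was 0.58. Genes are not independent replicates, and 3 such relations were computed.

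The changes by SMARCB1 in DMSO and by dBRD9-A in GFP cells share the GFP DMSO libraries. Their rank correlation was 0.190 (Pearson 0.135). Libraries with no changed gene gave 0.416 from the shared controls alone, and unrelated changes of the measured size gave 0.0752, with a range of 0.0464 to 0.105 over 100 simulations. With the control libraries divided between the contrasts the median was 0.117, with a range of 0.0907 to 0.134. Of 2054 genes past the threshold in both, 1288 (62.7%) had the same sign, against 49.5% to 55.8% in the simulations of unrelated changes. The changes by SMARCB1 in DMSO and by dBRD9-A in SMARCB1 cells share the SMARCB1 DMSO libraries with opposite sign. Their rank correlation was -0.117 (Pearson -0.0726), while unrelated changes gave -0.116 to -0.0712 and divided controls gave -0.0381 to -0.00849. Of 262 genes past the threshold in both, 122 (46.6%) had the same sign, within the 41.2% to 52.1% of the simulations, which called more genes in SMARCB1 cells than the data did.

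Of 29 SWI/SNF subunit genes, 27 passed the count filter, and DPF3 and ACTL6B did not. SMARCB1 changed 19 of the 27 in DMSO, 12 higher and 7 lower (18 and 2 under spike-in scaling), and also 19 when adjusted over the list alone. SMARCB1 itself is among the 12, and without it 18 of 26 changed, 11 higher and 7 lower (17 and 2 under spike-in scaling). Among them SMARCD3 (-0.75, SE 0.04, adjusted p 5.42e-11) and PHF10 (-0.64, SE 0.04, adjusted p 2.72e-11) fell. SMARCA2 was at 0 to 1 counts in the GFP DMSO libraries and at 12 to 14 counts in the SMARCB1 DMSO libraries, at least 4.05-fold higher. With dBRD9-A in GFP cells 6 of the 27 changed, 3 higher and 3 lower (7 adjusted over the list alone), whereas spike-in scaling gave 25 higher and 0 lower. BICRAL (ENSG00000112624.8) rose by 0.67 (SE 0.08, adjusted p 9.67e-06), from 6.09 ± 0.197 to 9.73 ± 0.716 CPM (SD, n = 3). BCL7B rose by 0.28 (SE 0.05, adjusted p 0.000557), SMARCD3 rose by 0.19, and SMARCC1, PHF10 and ACTB had log2 fold changes of -0.12, -0.15 and -0.07, which spike-in scaling turned into rises of 0.24, 0.21 and 0.29. In SMARCB1 cells 2 of the 27 changed (4 adjusted over the list alone), SMARCB1 itself and BICRAL. Spike-in scaling gave 0 higher and 2 lower there, SMARCB1 and 1 other subunit. BICRAL rose from 5.78 ± 0.416 to 7.98 ± 0.529 CPM (SD, n = 3), a log2 fold change of 0.45 (SE 0.08, adjusted p 0.00529). With spike-in scaling this rise was 0.31 (adjusted p 0.0728). No subunit had an interaction past the threshold, over all genes or over the list alone, and 4 had an unadjusted p under 0.05. Spike-in scaling gave 25 negative interactions past the threshold, around the common shift of -0.49.

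Of the 16 list tests with camera, 5 had an adjusted p under 0.05. G2/M genes were higher with SMARCB1 in DMSO (adjusted p 3.03e-07), with 44 of 54 genes higher and 2 lower (50 and 2 under spike-in scaling) at a median of 0.272 on the log2 scale. In all 46 of the 54 were changed, and 47 adjusted over the list alone. p53 targets were lower (adjusted p 0.0197), with 16 of 23 genes lower and 6 higher (13 and 6 under spike-in scaling), and 22 changed adjusted over the list alone. With dBRD9-A the G2/M genes were slightly higher in GFP cells (adjusted p 0.0197, median 0.034, 7 genes higher and 1 lower, 8 adjusted over the list alone) and slightly lower in SMARCB1 cells (adjusted p 0.0197, median -0.018, 1 gene lower, 2 adjusted over the list alone). Under spike-in scaling these medians were 0.394 and -0.155, beside 0.357 and -0.135 for all genes, with 54 genes higher in GFP cells and 5 lower in SMARCB1 cells. The difference had an adjusted p of 7.36e-05 with a median of -0.053 (-0.549 under spike-in scaling, beside -0.491 for all genes), and 3 of 54 genes were past the threshold for it (4 adjusted over the list alone). Under fry, 4 of the 5 calls held and that for SMARCB1 cells with dBRD9-A did not (adjusted p 0.0849). With an estimated correlation none of the 5 held, with adjusted p of 0.259 to 0.482. The call in GFP cells was lost without GFP dBRD9-A replicate 2 (adjusted p 0.0548). The call in SMARCB1 cells was lost without SMARCB1 DMSO replicate 3 (0.119) or SMARCB1 dBRD9-A replicate 2 (0.160).

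S phase genes gave no camera call in the fit of all libraries. Spike-in scaling gave calls in all 4 contrasts, with adjusted p of 0.0137 for SMARCB1 in DMSO, 0.00607 and 0.00227 for dBRD9-A in GFP and SMARCB1 cells, and 0.000942 for the interaction. The list medians were then 0.22, 0.331, -0.137 and -0.48, beside 0.165, 0.357, -0.135 and -0.491 for all genes, so with dBRD9-A these calls came with a shift common to all genes. Without GFP DMSO replicate 2 the adjusted p for dBRD9-A in GFP cells was 0.0212, and under fry it was 0.0335. Fry also called S phase genes and SWI/SNF subunits for SMARCB1 in DMSO (adjusted p 2.79e-05 and 4.24e-07). The SWI/SNF list holds the induced gene, and without SMARCB1 its fry adjusted p was 0.00331. With SMARCB1 in DMSO 26 of 42 changed, 18 higher and 8 lower, while under spike-in scaling 30 were higher and 0 lower (26 adjusted over the list alone, camera adjusted p 0.155). With dBRD9-A 4 were lower in GFP cells (camera adjusted p 0.102) and 1 was lower in SMARCB1 cells (camera adjusted p 0.457), with the same counts adjusted over the list alone, but spike-in scaling made all 42 higher in GFP cells. None had an interaction past the threshold, while 2 had an unadjusted p under 0.05 (camera adjusted p 0.287, 0 adjusted over the list alone), and under spike-in scaling all 42 were negative past the threshold. SWI/SNF subunits as a list gave camera adjusted p of 0.287, 0.605, 0.617 and 0.287 for SMARCB1 in DMSO, dBRD9-A in GFP cells, dBRD9-A in SMARCB1 cells and the interaction, and of 0.457, 0.778, 0.778 and 0.457 without SMARCB1. For p53 targets the latter 3 contrasts gave 0.774, 0.842 and 0.774. Of the 23 p53 targets, 7 changed with dBRD9-A in GFP cells, 3 higher and 4 lower (19 and 0 under spike-in scaling), and 7 adjusted over the list alone. None changed in SMARCB1 cells, over all genes or adjusted over the list alone, while 2 had an unadjusted p under 0.05. Spike-in scaling gave 0 higher and 1 lower there, and 0 of the 23 had a positive log2 fold change. The interaction was past the threshold for 3, 2 positive and 1 negative (0 and 19 under spike-in scaling), and for 4 adjusted over the list alone.

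The spike-in RNAs were counted beside the genes. Their share of all counts was 1.29% ± 0.0199 in GFP cells in DMSO and 1.02% ± 0.0491 in GFP cells with dBRD9-A (SD, n = 3). It was 1.15% ± 0.0627 in SMARCB1 cells in DMSO and 1.25% ± 0.0626 with dBRD9-A (SD, n = 3). The log2 share changed by -0.34 in GFP cells and by 0.13 in SMARCB1 cells. The difference of 0.47 had a two-sided exact permutation p of 0.01 over 400 assignments of libraries within the cell states, which can give 0.005 at the smallest.

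**Figure D4:**
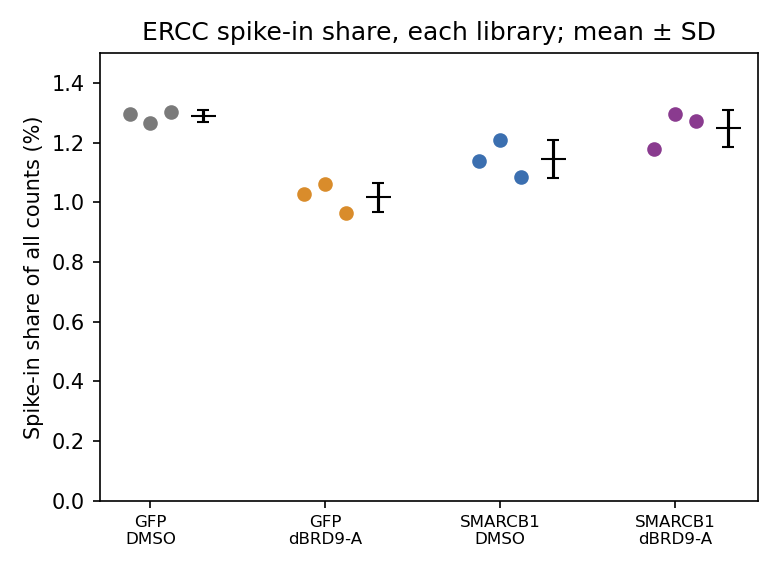
Share of spike-in RNAs in all counts of a library, in percent from 0, with a dot per library, 3 libraries per group and mean ± SD. The GFP libraries with dBRD9-A lie between 0.963% and 1.06%, under the 1.27% to 1.30% of the GFP libraries in DMSO.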

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

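The tests of scaling, of the level of PSG genes in SMARCB1 cells, of the amount of spike-in, of the G2/M list, of the 6 named genes and of the spread as a cause of smaller changes were chosen only after the results were seen.

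The response to dBRD9-A differed between the cell states in 598 genes by the test of the difference itself, and fewer genes changed in SMARCB1 cells (304) than in GFP cells (2504). Over all 100 splits of the libraries into groups of 3 within the cell states, 5 gave as many interaction genes, the real one included, a share that does not separate the count from regrouping. The 4 others were among the 9 splits that kept the GFP libraries in their real groups and regrouped the SMARCB1 libraries, which gave 523 to 932 genes. The 9 splits that regrouped the GFP libraries alone and the 81 that regrouped both gave 0 to 1. The count thus follows the response in GFP cells, and the number by itself does not show that the response in SMARCB1 cells was real. For the single contrasts, 1 of 10 splits gave as many genes for SMARCB1 in DMSO, 1 of 10 for dBRD9-A in GFP cells and 1 of 10 for dBRD9-A in SMARCB1 cells. In each case it was the real one, and 10 splits cannot give a share under 0.1. The largest counts of the other splits were 0, 0 and 3 genes, against 10245, 2504 and 304 for the real ones. These values argue against regrouping as the source of the 3 counts.

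Library size does not account for the difference in counts, since after thinning to the smallest library the count in GFP cells was still 8.29 times that in SMARCB1 cells. The choice of scaling was not decided for the counts. The ratio was 8.25 with DESeq2 size factors, which moved almost nothing, and 13 with spike-in scaling, under which the counts follow the shift common to all genes. This comparison replaced an earlier one, on interaction genes after removal of the common shift, which by construction could not fail. The fit of all libraries used a shared spread, so a larger spread between SMARCB1 libraries was not counted against those libraries alone. With the compared groups fitted alone, 2906 genes changed in GFP cells and 159 in SMARCB1 cells, against 2504 and 304 in the shared fit. The difference in counts was thus no smaller when each cell state kept its own spread. This argues against the larger spread as a source of the difference in the shared fit. The common biological coefficient of variation was 0.0479 in SMARCB1 and 0.0295 in GFP libraries, 1.63 times as large, and largest in SMARCB1 cells with dBRD9-A (0.0566).

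The size of the change was tested apart from the count. With the responding genes picked without a GFP replicate pair, the median change in SMARCB1 cells was 0.249 to 0.266 times that of the pair left out, over 3 rounds. Neither the picking of genes on GFP libraries nor the spread gives such a ratio, since spread alone would leave a median in place. Genes that fell in GFP cells and were not lower in SMARCB1 cells in DMSO also fell less, by a ratio of medians of 0.306 over 458 genes, which argues against a low starting level as the whole cause. The ratio was 0.189 over the 876 genes that were lower in SMARCB1 cells in DMSO. Genes were sorted on the same SMARCB1 DMSO libraries that enter the change, so chance deviations alone can part these ratios. A part played by the starting level stays open. A factor per library adds the same to genes called higher and lower, so their distance does not depend on the scaling. In SMARCB1 cells this distance was 0.252 to 0.289 times that of the pair left out, which argues against the scaling as the cause of the smaller changes. A weaker response with SMARCB1 may be biological, as a hypothesis found and tested on the same libraries. Differences between the lines other than the induced protein stay open.

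For the 6 named genes the test of the difference gave interactions of 1.83 for PSG3, 1.80 for PSG1, 1.79 for ZSCAN10, -1.43 for ENSG00000272410, -1.38 for CCNJL and -1.28 for GBX2. Spike-in scaling kept the signs, with 1.34, 1.30, 1.29, -1.93, -1.88 and -1.78. Whether a single library carried them was examined by leaving out each in turn. Over the 12 fits the interaction nearest 0 was still 16.6 standard errors from it for GBX2, 12.9 for PSG1 and 9.54 for PSG3. The values were 4.24 for ENSG00000272410 and 3.72 for CCNJL. This measure replaced the loss of a call after the fits had been seen. The genes were picked for replicates that did not overlap, so leaving out 1 library could hardly bring an interaction to 0. The sizes could still change. They were -1.35 to -1.25 for GBX2, 1.72 to 1.86 for PSG1 and 1.75 to 1.97 for PSG3. For ENSG00000272410 they were -1.63 to -1.19 and for CCNJL -1.5 to -1.22. This argues against a single library as the source of most of the size for these 5. CCNJL lost the call, at interactions of -1.22 and -1.29, without GFP DMSO replicate 3 (0.0615) or GFP dBRD9-A replicate 2 (0.0508), and ZSCAN10 without SMARCB1 DMSO replicate 3 (0.0608). For ZSCAN10 the interaction nearest 0 was 3.75 standard errors from it. A single library and a difference between the cell states cannot be told apart for this gene, because its 3 to 4 counts in SMARCB1 cells in DMSO lie near the floor. The genes were chosen for their difference on the same libraries, so the sizes are not independent estimates. Low counts in one cell state for CCNJL and ZSCAN10, and reads shared with overlapping genes for ENSG00000272410, stay open.

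For the PSG genes, reads moved between near-identical copies would leave the sum unchanged, but the sum of the 10 fell by a log2 fold change of -1.74 in GFP cells. A low level in SMARCB1 cells is argued against for the 3 genes that were not lower there in DMSO, PSG1, PSG2 and PSG11. Their log2 fold changes with dBRD9-A in SMARCB1 cells were 0.438 to 0.576 times those in GFP cells (0.543 to 0.745 under spike-in scaling). For the 7 that were lower, a low level and a weaker response cannot be told apart, because the genes went both ways. With dBRD9-A their sum was higher in SMARCB1 than in GFP cells by a log2 fold change of 0.14 and lower by -0.18 under spike-in scaling. Of the 7, 4 ended higher past the threshold, PSG9 lower, and PSG5 and PSG6 on neither side. Under spike-in scaling 2 ended higher, PSG9 lower, and PSG3, PSG4, PSG5 and PSG6 on neither side. The division of reads between the copies stays open for single genes, and the family was singled out from these data.

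The log2 share of spike-ins changed differently in the cell states, by 0.47 (exact permutation p 0.01, which tests that neither state changed). A few abundant spike-in RNAs are not the cause, as 40 of 40 fell relative to genes in GFP cells and 0 of 40 in SMARCB1 cells. A different amount of spike-in added to a group of libraries and a change in the RNA content of the cells cannot be told apart, since the labels do not describe the addition. The direction of the response of all genes together therefore stays open.

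The G2/M genes differed between the cell states with a camera adjusted p of 7.36e-05. No single library carried this, as the highest of the 12 fits without a library was 0.00222. The change was small, 0.04 in GFP cells and -0.03 in SMARCB1 cells in mean log2 CPM. The exact permutation p of 0.01 tests that neither state changed, so it does not test a difference between the states. With an estimated inter-gene correlation the adjusted p was 0.348, so genes of the list that move together by chance between libraries and a difference in cell cycle cannot be told apart.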

How the results depend on the processing

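Spike-in scaling, thinning, protein-coding genes alone and the SWI/SNF list without SMARCB1 were chosen after seeing the data. The alternatives for normalised values and for the authors' own comparisons were not run, since counts were used, and fitting the compared groups alone gives no interaction.

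The counts stayed within 1.5 times their value under DESeq2 size factors, the DESeq2 Wald test, a mean of at least 50 counts, thinning and protein-coding genes alone. Across these, SMARCB1 in DMSO gave 9007 to 10239 genes, dBRD9-A in GFP cells 2231 to 2509, dBRD9-A in SMARCB1 cells 269 to 351 and the interaction 540 to 649. DESeq2 gave no adjusted p to 2, 1528, 2749 and 3054 genes. Replicate numbers did not pair the libraries, as deviations of equally numbered libraries correlated at -0.0559 to 0.0611. With the number as a block the counts were 10113, 2233, 254 and 529, and MYL7 (adjusted p 0.0741) and SNORA53 (0.0606) lost their calls.

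Without a filter dBRD9-A in SMARCB1 cells gave 652 genes, of which 291 were among the 304, and the cause was not tested. An adjusted p under 0.01 gave 1411 genes in GFP cells, 144 in SMARCB1 cells and 305 for the interaction. An absolute log2 fold change of at least 1 gave 2305 for SMARCB1, 143, 23 and 42, fewer by construction. The compared groups alone gave 159 genes in SMARCB1 cells, fewer than the 304, and 2906 in GFP cells, more than the 2504 of the shared fit. The shared fit pools the spread of both cell states, which was larger in SMARCB1 libraries. How many of the 304 calls rest on this pooling was not tested.

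Spike-in scaling gave 11310 genes in GFP cells, 873 in SMARCB1 cells and 11270 for the interaction, of which 1942, 210 and 449 were among the 2504, 304 and 598. The common shift of all genes by construction moves the directions. BRD9 with dBRD9-A rose by 0.46 in GFP cells past the threshold and its sign turned in SMARCB1 cells (-0.12). List directions turned for p53 targets, with camera adjusted p of 0.383 in GFP cells, 0.17 in SMARCB1 cells and 0.17 for the interaction. They also turned for S phase genes, with camera adjusted p of 0.00607 in GFP cells and 0.000942 for the interaction. S phase genes were also called for SMARCB1 in DMSO (camera adjusted p 0.0137) and for dBRD9-A in SMARCB1 cells (camera adjusted p 0.00227) without a change of direction. With dBRD9-A the S phase medians lay close to those of all genes, and the cause of the calls was not tested.

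Across the 12 fits that each left out 1 library, dBRD9-A in SMARCB1 cells gave 169 to 422 genes. It was 174 without SMARCB1 DMSO replicate 2, 169 without SMARCB1 DMSO replicate 3 and 196 without SMARCB1 dBRD9-A replicate 3. SMARCB1 in DMSO gave 9648 to 10491, dBRD9-A in GFP cells 1778 to 2804 and the interaction 422 to 862. BRD9 with dBRD9-A in SMARCB1 cells ranged from -0.03 to 0.05, with -0.03 without SMARCB1 dBRD9-A replicate 3 and -0.01 without SMARCB1 DMSO replicate 3. The camera adjusted p of p53 targets ranged from 0.538 to 0.934 in GFP cells, 0.577 to 0.973 in SMARCB1 cells and 0.538 to 0.949 for the interaction. Its direction turned without GFP DMSO replicate 3 (0.829 in GFP cells, 0.829 for the interaction), without SMARCB1 DMSO replicate 3 (0.746 in SMARCB1 cells, 0.913 for the interaction) and without SMARCB1 dBRD9-A replicate 2 (0.885 in SMARCB1 cells). The cause was not tested, and none of these was past the threshold.

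The relation of the dBRD9-A effects in both cell states was 0.321 for genes with a mean of at least 50 counts, 0.58 for genes past the threshold in either comparison and 0.195 to 0.246 without a library. Division of the shared controls gave 0.117 for SMARCB1 against dBRD9-A in GFP cells and -0.028 against dBRD9-A in SMARCB1 cells, since the shared libraries no longer add to both. Among the remaining values for single genes, 36 lost their call and 347 kept it. Among those for lists, 9 lost a call, 6 gained one and 251 kept their side. Depth limits MYL7, CCNJL, ZSCAN10 and SMARCA2, which had low counts in at least 1 group.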

Other observations

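The tests of chromosome copy number, of silent genes, of small RNAs, of SMARCB1 mRNA and of BICRAL were chosen only after the results were seen.

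SMARCB1 and GFP cells differed in 65% of genes. If the lines differed in chromosome copy number over much of the genome, windows of 25 neighbouring genes would shift together. Medians of 2352 windows were -0.56 to 0.67, and 1 window reached the 0.59 of a gain from 2 to 3 copies. The limit for this test was loosened after that window had been seen, from no window to under 5% of them, and under the first limit copy number would have counted as a fitting explanation. A copy number difference as the whole cause is argued against, and a regional one stays open.

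In 31 genes, SMARCB1 itself left out, all libraries of one cell state were at or under 3 counts and all of the other at 100 or more, 27 of them silent in GFP cells and 4 in SMARCB1 cells. Effects of induced SMARCB1 and differences between the lines that existed before induction cannot be told apart, because no library without induction was analysed here.

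Of the 6 genes that rose by a log2 fold change of at least 1 with dBRD9-A in SMARCB1 cells, 2 were small non-coding RNAs, against 3 of all 107 genes called higher (2.8%) and 0.756% of the genes tested. Uneven carry-over of RNA without a poly(A) tail is a possible source that the values below do not decide. The share of small non-coding RNA in SMARCB1 cells with dBRD9-A was 2.77%, 2.39% and 3.26% in replicates 1, 2 and 3. This range was 2.56 times the difference from SMARCB1 cells in DMSO. The share also counted ribosomal and mitochondrial ribosomal RNA, so it does not measure RNA without a poly(A) tail alone. The small nuclear RNA 7SK by itself was 1.57%, 1.43% and 1.57% of gene counts in the same replicates. The higher share in replicate 3 than in replicate 1 was thus not seen in 7SK.

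The effects of SMARCB1 and of dBRD9-A in GFP cells were weakly related. Shared GFP DMSO libraries are argued against as the whole cause, because the rank correlation of 0.190 lay above the 0.0464 to 0.105 of simulated unrelated effects and was 0.117 with the libraries divided. No biological explanation was tested for this relation.

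SMARCB1 mRNA was lower with dBRD9-A in SMARCB1 cells. The choice of scaling does not account for it, as the log2 fold change was -0.66 under spike-in scaling, which moved the median of all genes by -0.14. Less SMARCB1 could undo part of its effect. With genes picked and tested on separate SMARCB1 DMSO libraries, the median log2 change along the SMARCB1 effect was -0.00235, with a range of -0.0111 to 0.0013 over 6 splits, which includes 0 and decides nothing. An effect of dBRD9-A on the induced construct was not tested.

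BICRAL, a subunit of the same complex as BRD9, rose with dBRD9-A in both cell states. The scaling could account for the call in SMARCB1 cells, since the rise there was 0.31 (adjusted p 0.0728) under spike-in scaling in edgeR, while the rise in GFP cells was 1.04 (adjusted p 1.19e-09).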
